A study of Mus musculus with 12 samples. Its data were reported in "p53-dependent induction of P2X7 on hematopoietic stem and progenitor cells regulates hematopoietic response to genotoxic stress" (2021).

How the data were processed

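The data came from RNA sequencing of mouse hematopoietic stem and progenitor cells (HSPCs), sorted from bone marrow as lineage-negative, cKit-positive, Sca1-positive and CD150-positive cells. There were 12 libraries in 4 groups of 3: wild-type cells without irradiation (WT), wild-type cells after whole-body irradiation (WT-IR), cells from mice with a *Trp53* knockout allele without irradiation (p53KO), and the same knockout after irradiation (p53KO-IR). Irradiated mice received 3 Gy and their cells were taken 3 h later. Groups and replicate numbers were taken from the sample titles. The labels state that both sexes were used and matched between groups, and that the libraries were sequenced in more than 1 run. They do not say which library went into which run, so no run could be used as a batch. Nothing in the labels says that replicates of a group came from separate animals, so p-values here measure the spread between these samples, which may be partly technical.

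The authors prepared ribosomal RNA-depleted libraries with a stranded kit, trimmed reads with Trimmomatic 0.33, aligned them to the mouse mm9 build with TopHat 2.0.9 and Bowtie 1.0.0, and counted uniquely mapped reads per gene with featureCounts at its defaults. The default counts reads without regard to strand, so antisense transcripts and overlapping genes cannot be separated, and genes with close copies elsewhere, such as the replication-dependent histones, lose reads to the uniqueness filter. The gene annotation used for counting is not given in the sources used here. The 12 deposited count files hold 1 raw read count per gene for each library, for 23366 gene symbols. Another table that the authors deposited holds a normalized signal per gene and library for 13753 genes, which the study describes as quantile normalized and then scaled. Its columns are named as CPM, but their sums range from 945338 to 1148420, so it was used as a signal and only in 1 alternative test. In that table, 23 gene symbols had the form of dates, as spreadsheet programs make of some symbols, and were left out of the alternative test. Positions are those of the reference annotation of build NCBIM37, the assembly that UCSC calls mm9, and were found by symbol for 21093 genes.

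Replicates of a group were compared by a chi-square test of their counts over genes. The lowest chi-square per degree of freedom between replicates was 27.1, so no pair differed as little as repeat counts of 1 library would, and all were kept as separate samples. The numbers of the replicates were not taken to pair the samples.

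The main test was fixed before the data were examined, as were its alternatives, the gene lists and the rule for naming genes. Genes with at least 5 CPM (counts per 1e6 counts of the library) in at least 3 libraries were tested, which kept 13753 genes. Counts were scaled with trimmed mean of M-values (TMM) factors on library totals over all genes and fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust estimation and 1 mean for each of the 4 groups. The common dispersion was 0.286. A gene was called when its Benjamini-Hochberg adjusted p was 0.05 or less and its fold change was at least 2. All tests were two-sided. The comparisons were WT-IR versus WT, p53KO-IR versus p53KO, p53KO versus WT, p53KO-IR versus WT-IR, p53KO-IR versus WT, and the difference between the irradiation responses of the 2 genotypes as an interaction term. Levels are TMM-scaled CPM, as mean ± SD over 3 libraries. Log2 fold changes are those of the fit, as value ± SE, with the SE taken as the absolute log2 fold change over the square root of the F statistic. Principal components were computed from log2 CPM with a prior count of 2. A count of 3 reads, the limit that an observed count of 0 allows, corresponded to between 0.116 and 0.406 CPM depending on the library. Intervals and limits of this kind cover counting error only, since reads were not marked as single molecules.

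Genes were named by rule: *Trp53*, *Cdkn1a*, *Mdm2*, *Bbc3*, *Eda2r*, *P2rx7*, *Gfi1* and *Ndn* always; in each comparison the 12 called genes with the largest positive and the 8 with the largest negative log2 fold change among genes whose libraries did not overlap between the groups; up to 4 genes per list with the smallest p in WT-IR versus WT or in another comparison for which the list is described; and the genes called in both responses. For the difference of responses the condition on overlap was not used. Genes named outside this rule are marked as chosen after their values were seen.

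There were 29 gene lists with 625 genes, of which 621 were found in the files. They covered p53 targets (arrest and feedback, apoptosis, DNA repair and nucleotide supply), BCL2 family genes outside the p53 lists, G2/M and mitosis, S phase and DNA replication, the interferon response, NF-kB and inflammatory genes, immediate early genes, cytosolic ribosomal proteins, ribosome biogenesis, oxidative phosphorylation, fatty acid oxidation, HSC identity, hematopoiesis regulators that the study names, purinergic signalling, the inflammasome, sex-linked genes, nuclear-retained and long noncoding RNA, and markers of erythroid cells, megakaryocytes, granulocytes, monocytes and macrophages, B cells, T and NK cells, dendritic cells, mast cells and basophils, lymphoid-primed progenitors, and stroma and endothelium. Lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01, and adjusted over the 28 lists tested in a comparison. Camera with an estimated correlation and fry, which asks whether a list's own genes move one way, were run beside it. The mast cell list was not tested because 2 of its 7 genes passed the filter. *Bst2* and *Cd14* were each in 2 lists.

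Alternatives were DESeq2 size factors, upper-quartile factors, quantile-normalized counts and library totals in place of TMM; no filter and the filterByExpr default; the Wald test of DESeq2 1.42.0, limma-voom and the edgeR exact test; limma-trend on the deposited matrix with a pseudocount of 1; a fit of only the groups compared; the replicate number as a block; 1 surrogate variable from sva 3.50.0; no fold minimum; and leaving out each library in turn. After the data had been seen, 2 more were added: a covariate for reads in genes of the olfactory system, and leaving out the 5 libraries with most such reads. That background was measured as counts in 1449 olfactory and vomeronasal receptor genes per kilobase of exon, per 1e6 counts. High-copy repeats were taken as 31-base words found at least 20 times on chromosome 19 of the reference, and looked for in the reference transcripts of 22606 genes.

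The procedure was tested on simulated counts for 13753 genes, drawn with each gene's mean level over the 12 libraries, its fitted dispersion and the library sizes, with genes chosen at random changed up or down in WT-IR. It recovered 2 of 67 genes changed 2-fold (2.99%), 28 of 67 changed 4-fold (41.8%) and 45 of 66 changed 8-fold (68.2%), all in the right direction, with 8 false calls among 83. A list of p53 targets raised 2-fold in the simulation was found at an adjusted p of 5.83e-13, and at 9.55e-04 with an estimated correlation, while 0 of 27 other lists were called. The simulated genes varied independently of each other and no shared background was added. The simulation therefore does not check list p-values where genes of a list move together. The chromatin immunoprecipitation data of the study were not used here.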

Results

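RNA from sorted mouse HSPCs was sequenced in 12 libraries, 3 from each of the 4 groups WT, WT-IR, p53KO and p53KO-IR, to separate the p53-dependent and p53-independent parts of the early response to 3 Gy of whole-body irradiation. The total counts of replicates 1, 2 and 3 were 15673926, 14079225 and 15055116 in WT, and 7651938, 18242286 and 7390851 in WT-IR. They were 14028352, 25891075 and 7410369 in p53KO, and 7750218, 18518142 and 9809699 in p53KO-IR. Between 17417 and 21096 genes had at least 1 count in a library, and 13753 genes passed the filter and were tested.

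The libraries differed in reads from receptor genes of the olfactory system. Olfactory and vomeronasal receptor genes, 1449 in all, took 0.646%, 0.308% and 0.686% of the counts in WT replicates 1, 2 and 3, and 2.03%, 0.387% and 1.67% in WT-IR. They took 0.695%, 0.170% and 1.45% in p53KO, and 1.94%, 0.258% and 1.17% in p53KO-IR. The first principal component held 51.1% of the variance and did not part the groups. Its scores in WT-IR ran from -36.6 to 103.6, within the range of -116.4 to 103.6 over all libraries, and they followed the read density of the receptor genes. The second component held 11.4% of the variance. On it, WT-IR scored between -59.2 and -22.6 and did not overlap WT, which scored between -5.22 and 82.9, whereas p53KO-IR overlapped p53KO. With 3 libraries against 3, an exact permutation test of such scores cannot go below p = 0.1.

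**Figure D1:**
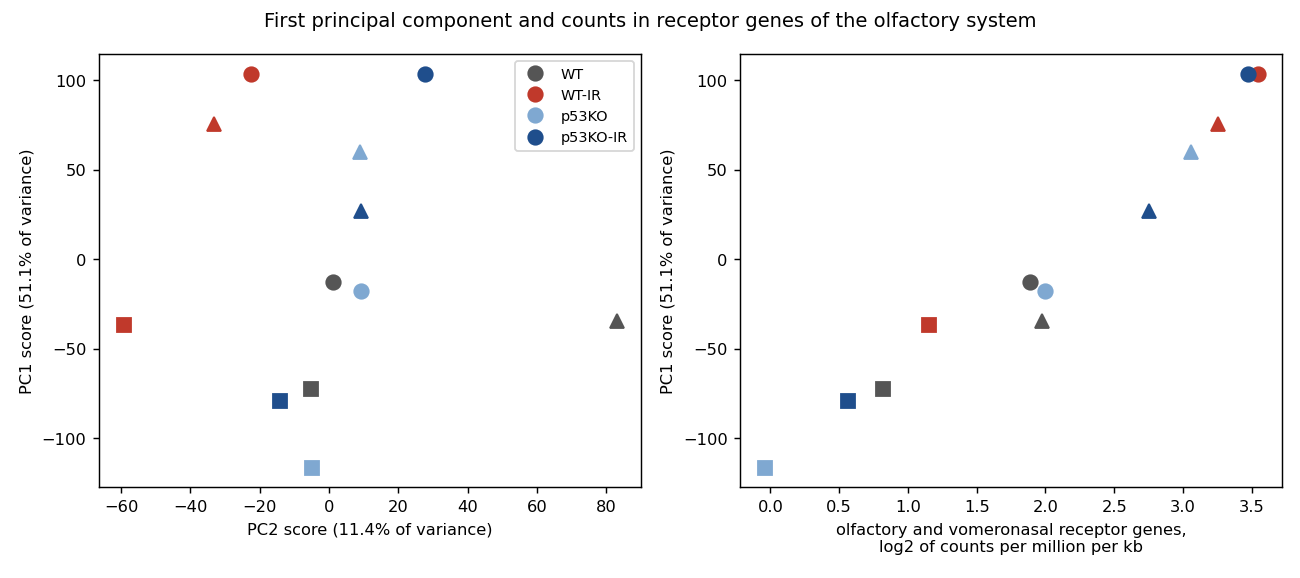
Score of each library on the first principal component against its score on the second (left, unitless) and against the log2 read density of olfactory and vomeronasal receptor genes in CPM per kb (right), with replicates 1, 2 and 3 as circles, squares and triangles. The first component, with 51.1% of the variance, rises with the receptor genes over the 12 libraries, and WT-IR and WT part on the second component.

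The comparison of WT-IR with WT asked how wild-type HSPCs respond to irradiation. It called 130 of 13753 genes, 95 higher and 35 lower in WT-IR, and 2248 genes had an unadjusted p under 0.05. All 130 had no overlap between the 3 WT-IR and the 3 WT libraries. Chance gives this for 10% of genes taken without selection. These 130 were called on the same libraries, so the lack of overlap follows largely from the call and is no separate support. The number of calls was 28 without WT replicate 3, 42 without WT-IR replicate 3, 43 without WT replicate 2, 75 without WT-IR replicate 2 and 85 without WT-IR replicate 1.

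Among the genes always named, the p53 target *Mdm2* (chromosome 10, 117125944 to 117147814 of build NCBIM37) had 80.2 ± 7.79 CPM in WT and 639.8 ± 111 in WT-IR (mean ± SD, n = 3). Its log2 fold change was 3.00 ± 0.28, with an edgeR adjusted p of 3.43e-04. *Bbc3* (chromosome 7, 16894965 to 16903554), which encodes the pro-apoptotic protein PUMA, had 4.25 ± 1.34 CPM in WT and 56.5 ± 10.6 in WT-IR, a log2 fold change of 3.73 ± 0.43 with an edgeR adjusted p of 0.00147. *Eda2r* (chromosome X, 94529179 to 94572555), a receptor of the tumor necrosis factor family, had 5.12 ± 2.41 CPM in WT and 110.2 ± 34.2 in WT-IR. Its log2 fold change was 4.43 ± 0.83 at an edgeR adjusted p of 0.0274, which was not under the threshold in any fit that left out 1 of these 6 libraries, where it ranged from 0.0583 to 0.154. *P2rx7* (chromosome 5, 123093920 to 123141441), which encodes the ATP-gated channel P2X7, had 3.10 ± 0.88 CPM in WT and 22.6 ± 2.19 in WT-IR. It was in none of the p53 lists, and the study had picked it out with the help of these same libraries. The log2 fold change of *P2rx7* was 2.86 ± 0.66, higher in 3 of 3 WT-IR libraries, but its adjusted p of 0.0626 in the edgeR quasi-likelihood test missed the threshold, while that of the edgeR exact test was 0.00491 and that of DESeq2 7.71e-04. *Cdkn1a* (chromosome 17, 29227924 to 29237667) also missed it in the quasi-likelihood test, with 1.01 ± 1.02 CPM in WT, 44.3 ± 17.4 in WT-IR, a log2 fold change of 5.45 ± 1.25 and an adjusted p of 0.0664 (0.00156 in the exact test and 2.50e-05 with DESeq2). *Gfi1* and *Ndn* had log2 fold changes of 0.00 ± 0.67 and 0.50 ± 0.73.

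Among the 12 largest fitted rises of called genes was that of the chemokine gene *Cxcl10*, which had 3 counts over the WT libraries and 322 over the WT-IR libraries, a ratio of 144 with an exact 95% counting interval of 49.0 to 704. The size of this ratio rests on the few counts in WT. *Cxcl10* had 54 counts over the p53KO libraries and 295 over the p53KO-IR libraries. The p53 targets *Pmaip1* and *Plk2* rose by 6.34 ± 0.89 and 4.76 ± 0.66 on the log2 scale, *Zfp365* by 6.16 ± 0.69 and the NF-kB subunit gene *Relb* by 4.58 ± 0.46. Their adjusted p-values lay between 5.45e-04 for *Relb* and 0.00587 for *Pmaip1*. *Sh3bgrl2*, *AI414108*, *Mybl1*, *Cald1*, *Fas* and *Ak1* were also among them, with log2 fold changes from 4.07 for *Ak1* to 4.32 for *Sh3bgrl2*. The 8 largest fitted falls of called genes included those of *Klf16* (log2 fold change -2.92 ± 0.56), the centromere gene *Cenpa* (-2.84 ± 0.45), the transferrin receptor gene *Tfrc* (-2.65 ± 0.56), the cyclin gene *Ccne1* (-2.60 ± 0.54) and *Nek2* (-2.39 ± 0.40). *Lhfpl2*, *Kpna2* and *Arhgap19* were also among these, with log2 fold changes from -2.33 for *Lhfpl2* to -2.21 for *Arhgap19*.

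**Figure D2:**
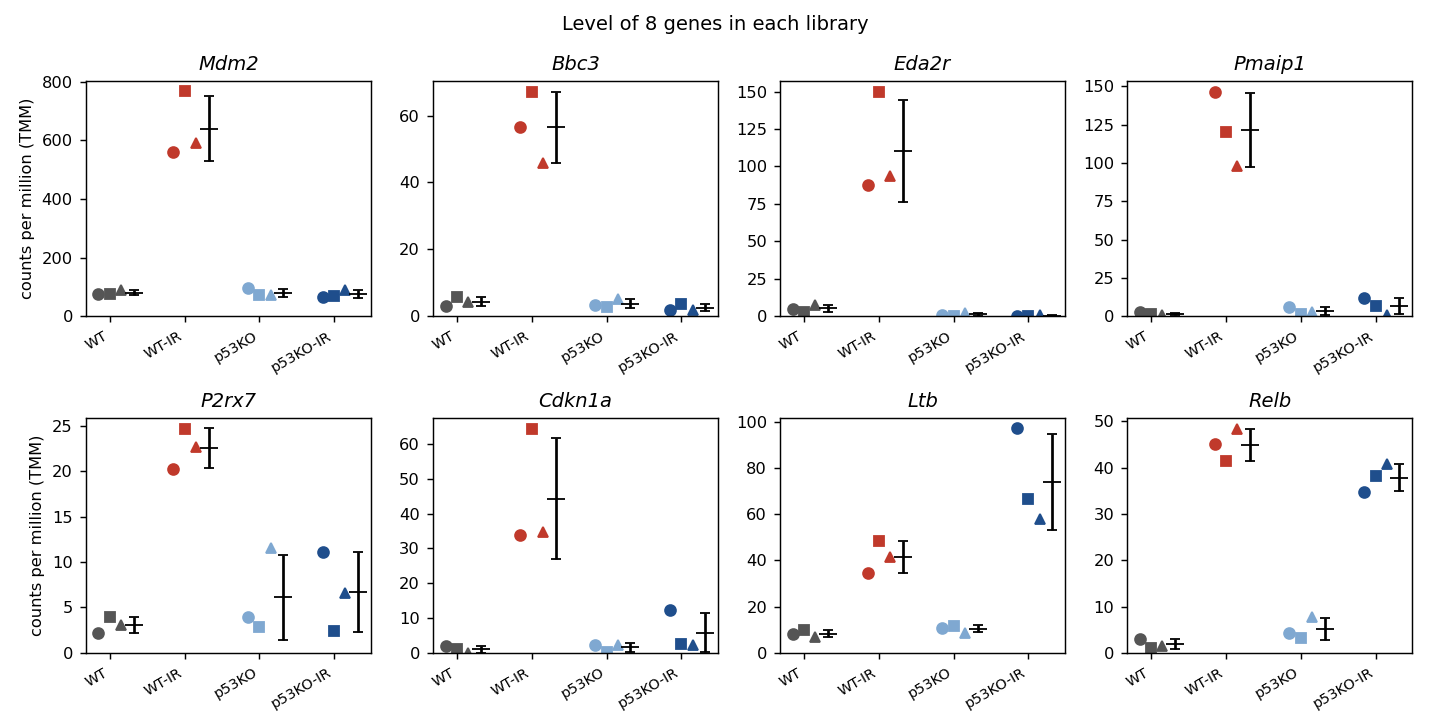
CPM (TMM-scaled) of 8 genes in each library, with replicates 1, 2 and 3 as circles, squares and triangles, and the mean ± SD of each group in black (SD bars stop at 0). *Mdm2* averaged 639.8 in WT-IR and between 74.3 and 80.2 in the other groups, while *Relb* averaged 44.9 in WT-IR and 37.9 in p53KO-IR.

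By gene list, the p53 targets of arrest and feedback had a median log2 fold change of 2.56 in WT-IR versus WT, with a camera adjusted p of 4.13e-24. Of the 18 genes measured, 9 were called over all genes and 13 when adjusted over the list alone, all higher. The p53 targets of apoptosis had a median of 1.87 at an adjusted p of 1.42e-16, with 7 of 18 genes called and 11 adjusted over the list alone. The list of DNA repair and nucleotide supply had a median of 0.20 at an adjusted p of 0.115, although *Polk* and *Ercc5* were called. G2/M and mitosis genes had a median of -1.35 at an adjusted p of 2.16e-27, with 12 of 34 genes called lower and 25 adjusted over the list alone. S phase and DNA replication genes had a median of -1.07 at an adjusted p of 1.17e-14 (0.163 with an estimated correlation), with 3 of 29 genes called lower and 18 adjusted over the list alone. Interferon response genes had a median of 0.98 at an adjusted p of 1.42e-16, with 9 of 43 genes called and 15 adjusted over the list alone. NF-kB and inflammatory genes had a median of 1.41 at an adjusted p of 2.43e-11, with 3 of 20 genes called higher, and 9 higher and 1 lower adjusted over the list alone. In each of these lists, the mean level of 3 of 3 WT-IR libraries lay beyond that of all 3 WT libraries.

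Oxidative phosphorylation genes had a median of -0.69 in WT-IR versus WT (camera adjusted p = 6.72e-16, and 0.235 with an estimated correlation), ribosome biogenesis genes -0.90 (8.98e-13, and 0.342), cytosolic ribosomal proteins -0.28 (1.06e-04, and 0.635) and fatty acid oxidation genes an adjusted p of 0.0539, which was not under the threshold. None of the genes of these lists was called over all genes. Adjusted over the list alone, 11 of 39 ribosome biogenesis genes were called lower and none in the other lists. Erythroid markers had a median of -1.85 (2.01e-04, and 0.235), with *Tfrc* called. Inflammasome genes had a median of 0.94 (0.0247, and 0.546) with 1 gene called, *Casp4*. The inflammasome list moved with the olfactory receptor reads. Its camera adjusted p was 0.166 with these reads as a covariate and 0.143 without WT-IR replicate 1, the library with most of them. In that library, the list's mean log2 CPM lay 1.24 above its mean over all libraries. In WT-IR replicates 2 and 3 it lay 0.0361 and 0.303 above. With a correlation between genes estimated from the data, adjusted p-values of 0.05 or less remained for the p53 arrest list (0.00145), the p53 apoptosis list (0.00145), NF-kB (0.00471), G2/M (0.0187) and interferon (0.0387), and for no other list.

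The other lists were not past the threshold in WT-IR versus WT. Their adjusted p-values were 0.0539 for fatty acid oxidation, 0.107 for purinergic signalling, 0.185 for immediate early genes, 0.302 for HSC identity, 0.981 for the BCL2 family and 0.995 for the hematopoiesis regulators. For markers of other cells they were 0.0903 for T and NK cells, 0.115 for stroma and endothelium, 0.229 for dendritic cells, 0.233 for B cells, 0.568 for monocytes and macrophages, 0.695 for lymphoid-primed progenitors, and 0.994 for both granulocytes and megakaryocytes. They were 0.382 for nuclear-retained and long noncoding RNA and 0.995 for sex-linked genes. The sex-linked list joins *Xist* with Y-linked genes, so its directional test could not show a shift in the mix of sexes. Across all comparisons, 60 of 168 list tests were past the threshold and 12 of these with an estimated correlation. The median, the mean and the test differed in sign in 21 tests, of which 0 were past the threshold.

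**Figure D3:**
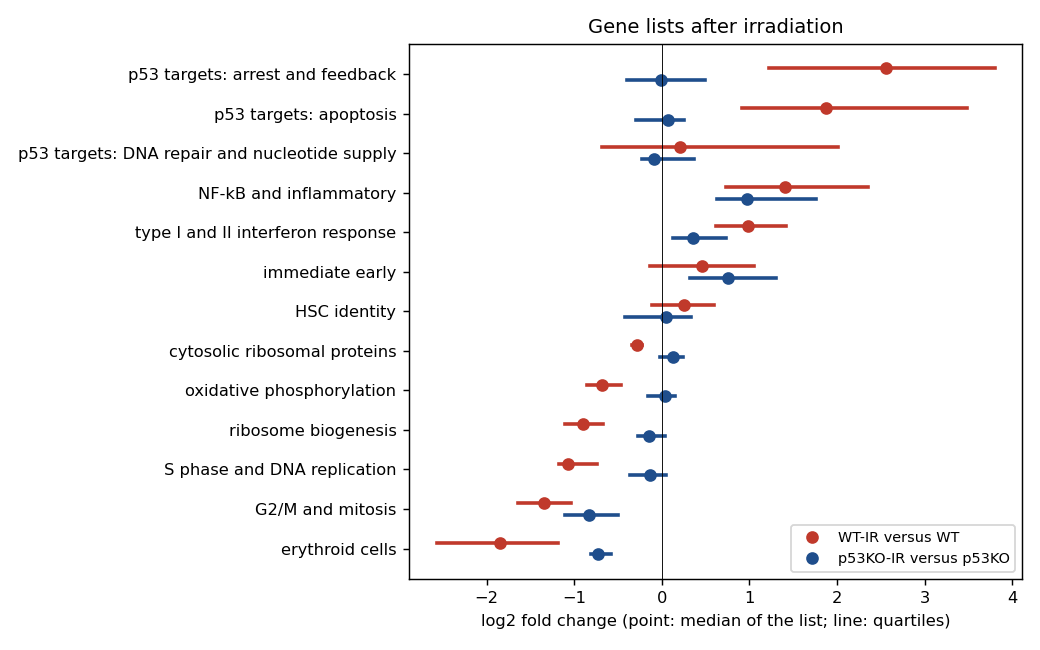
Log2 fold change after irradiation of the genes in 13 lists, in WT (WT-IR versus WT) and in p53KO (p53KO-IR versus p53KO), as the median of each list (point) with its quartiles (line). The p53 target lists of arrest and apoptosis have medians of 2.56 and 1.87 in WT and of 0.00 and 0.07 in p53KO, while G2/M and mitosis genes lie below 0 in both genotypes.

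The comparison of p53KO-IR with p53KO asked which part of the response occurs without p53. The lymphotoxin gene *Ltb* (chromosome 17, 35331384 to 35333265) was the only gene that the quasi-likelihood test called, and 323 genes had an unadjusted p under 0.05. Chance gives that for a share of 0.05 of the 13753 genes, which is more than 323. This count by itself is thus no sign of further changes, nor does it show that little changed. The share is also an unsure guide, since p53KO versus WT gave 63 genes in the same fit. *Ltb* had 10.4 ± 1.57 CPM in p53KO and 73.9 ± 20.6 in p53KO-IR (n = 3 each), a log2 fold change of 2.83 ± 0.30 with an edgeR adjusted p of 0.00604. It was not called without p53KO replicate 1 (adjusted p = 0.0718) or without p53KO replicate 3 (0.0633). *Relb* (chromosome 7, 20191566 to 20214787) had 5.07 ± 2.41 CPM in p53KO and 37.9 ± 2.96 in p53KO-IR. Its log2 fold change was 2.92 ± 0.43 at an adjusted p of 0.0851, higher in 3 of 3 irradiated libraries. *Mdm2*, *Bbc3*, *Cdkn1a* and *P2rx7* had log2 fold changes of -0.11 ± 0.26, -0.53 ± 0.41, 1.93 ± 1.11 and 0.14 ± 0.62.

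In this comparison, G2/M and mitosis genes had a median log2 fold change of -0.83 at a camera adjusted p of 2.19e-31. All 34 of them had a negative fold change, 0 were called over all genes and 12 were called lower when adjusted over the list alone. The smallest p-values among them were those of *Cenpf* (log2 fold change -1.40 ± 0.26) and *Ccnb2* (-1.78 ± 0.35). NF-kB and inflammatory genes had a median of 0.97 at an adjusted p of 1.50e-17, with 1 of 20 genes called and 5 adjusted over the list alone, which were *Nfkbia*, *Nfkbie*, *Relb*, *Nfkb2* and *Ltb*. In both lists, the mean level of 3 of 3 p53KO-IR libraries lay beyond that of all 3 p53KO libraries, and both stayed past the threshold with an estimated correlation, at 0.0347 for G2/M and 0.00238 for NF-kB. No other list did. Interferon genes had a median of 0.35 (adjusted p = 1.01e-08, and 0.171 with an estimated correlation) and immediate early genes one of 0.75 (1.88e-06, and 0.350). The p53 target lists of arrest and apoptosis had medians of 0.00 and 0.07 and adjusted p-values of 0.766 and 0.811. Fatty acid oxidation genes had a median of -0.28 (0.00124), and markers of B cells, dendritic cells and erythroid cells medians of 1.70 (2.60e-05), 0.74 (1.76e-04) and -0.73 (0.0140). The medians were 0.13 for cytosolic ribosomal proteins (0.0211), 0.41 for the inflammasome (0.0356, and 0.578 with the receptor reads as a covariate), -0.15 for ribosome biogenesis (0.0431) and -0.14 for S phase (0.0434). Ribosomal proteins turned direction without p53KO replicate 3. Ribosome biogenesis and S phase did so without p53KO-IR replicate 1, and ribosome biogenesis also without p53KO replicate 2.

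The responses of the 2 genotypes were then compared directly. Across the 13753 genes, which are not independent replicates, the log2 fold changes of the 2 responses had a Pearson correlation of 0.42. Reads in olfactory receptor genes were on average higher after irradiation in both genotypes, by 1.09 in WT and 0.593 in p53KO on the log2 scale. Such a shared shift can raise this correlation and the counts of equal sign that follow, and its part was not separated. Of the 95 genes called higher in WT-IR, 65 had a positive fold change in p53KO-IR versus p53KO, with a median of 0.27 against 2.44 in WT. Of the 35 genes called lower, 29 had a negative fold change in p53KO, with a median of -0.63 against -1.75 in WT. The genes called in both responses were *Ltb* alone, where chance gives 0.00691 genes.

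The interaction test, the response in p53KO minus that in WT, called 5 genes, all of them with a smaller response in p53KO. An unadjusted p under 0.05 was found for 763 genes. This count cannot be read against a share of 0.05, since p53KO versus WT gave 63 genes in the same fit, far under that share. The 5 called genes were *Zfp365* (-6.32 ± 0.87 on the log2 scale), *Ak1* (-4.78 ± 0.55), *Bbc3* (-4.26 ± 0.58), *Ccng1* (-3.44 ± 0.39) and *Mdm2* (-3.11 ± 0.37), with adjusted p-values from 0.00657 to 0.0187. The number of calls was 0 without WT replicate 2, 1 without WT replicate 1, and 3 without WT replicate 3, WT-IR replicate 2, WT-IR replicate 3 or p53KO replicate 1. *Eda2r* and *P2rx7* differed by -6.48 ± 1.30 and -2.72 ± 0.89, with adjusted p-values of 0.211 and 0.730. For *Eda2r*, 2 of the 3 p53KO-IR libraries had no count, so this fitted value depends on the prior count. By list, the p53 targets of arrest and of apoptosis differed by medians of -2.94 and -1.78, with camera adjusted p-values of 3.00e-33 and 2.34e-21, and both held with an estimated correlation (4.91e-04). Placing *Gdf15*, which had no count in p53KO-IR, at the limit of 3 counts over the group left the first median at -2.94. G2/M and mitosis genes differed by 0.52 (1.24e-05, and 0.412 with an estimated correlation) and NF-kB genes by -0.42 (0.0947).

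**Figure D4:**
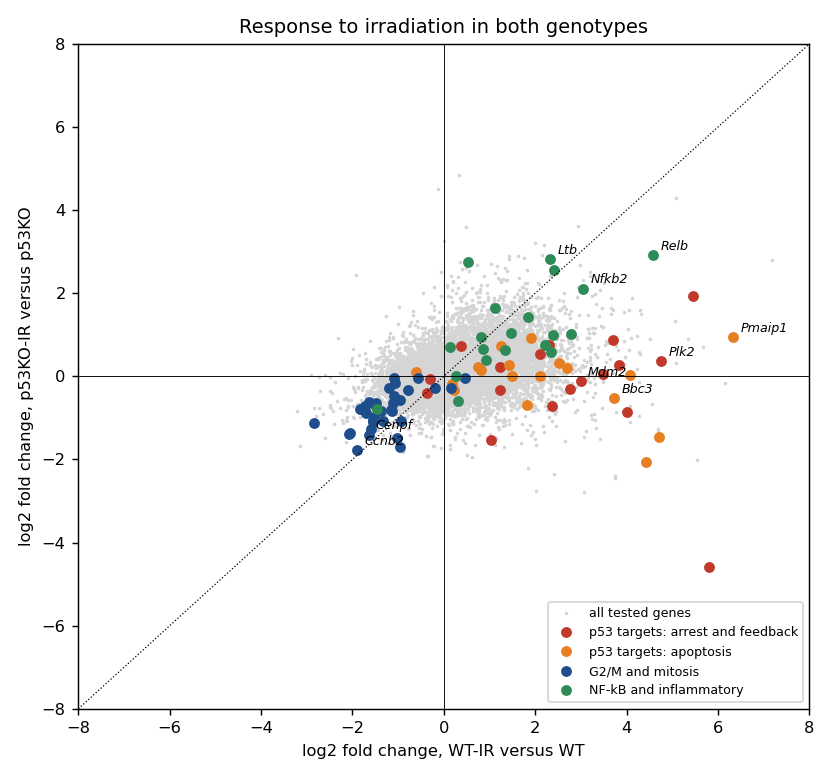
Log2 fold change of each tested gene after irradiation in p53KO (vertical) against that in WT (horizontal), with 4 gene lists in colour and the dotted line of equal responses; 1 gene lies outside the axes. Fitted values of genes with no count in a group, such as *Gdf15*, depend on the prior count. *Ltb* and *Relb* lie above 2 on both axes, while *Mdm2*, *Bbc3* and *Plk2* lie above 2 in WT and below 1 in p53KO.

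The comparison of p53KO-IR with WT-IR asked what p53 loss changes after irradiation, with the same WT-IR libraries as above. It called 82 genes, 10 higher and 72 lower in p53KO-IR, and 1283 genes had an unadjusted p under 0.05. All 82 had no overlap between the libraries of the 2 groups, which again follows largely from the call. The number of calls was 22 without WT-IR replicate 2, 27 without WT-IR replicate 3 or p53KO-IR replicate 3, 35 without p53KO-IR replicate 2 and 37 without p53KO-IR replicate 1. *Eda2r* fell from 110.2 ± 34.2 CPM in WT-IR to 0.262 ± 0.454 in p53KO-IR, at an edgeR adjusted p of 0.00413. *Phlda3* had 69.9 ± 26.3 CPM in WT-IR and 0.447 ± 0.612 in p53KO-IR. *Fas*, *Sesn2*, *Zfp365*, *Trp53inp1*, *Bbc3* and *Epha2* had log2 fold changes from -4.80 for *Fas* to -4.40 for *Epha2*. The 10 genes called higher were *Pex16*, *Tomm5*, *Gins2*, *Samd1*, *Pinx1*, *Mrpl12*, *Fam136a*, *Kpna2*, *Zmynd19* and *Shmt1*, with log2 fold changes from 1.32 for *Shmt1* to 2.02 for *Pex16*. *P2rx7* had 22.6 ± 2.19 CPM in WT-IR and 6.71 ± 4.40 in p53KO-IR, a log2 fold change of -1.76 ± 0.63 with an adjusted p of 0.355.

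The p53 target lists of arrest and apoptosis had medians of -2.89 and -1.85 in p53KO-IR versus WT-IR, with camera adjusted p-values of 8.06e-40 and 3.18e-33. In each, 9 of 18 genes were called lower, and 12 and 11 when adjusted over the list alone. Both held with an estimated correlation, at 4.16e-04 and 1.85e-04, and no other list did. S phase genes had a median of 0.78 (3.18e-14, and 0.336 with an estimated correlation), oxidative phosphorylation genes 0.54 (6.68e-16, and 0.336), ribosome biogenesis genes 0.74 (1.51e-11, and 0.389) and interferon genes -0.47 (3.08e-07, and 0.336). G2/M genes had a median of 0.52 (1.39e-06), cytosolic ribosomal proteins 0.29 (2.77e-06), erythroid markers 1.21 (0.00534) and p53 targets of DNA repair -0.32 (0.0404).

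The comparison of p53KO-IR with WT matched irradiated p53KO cells to unirradiated wild-type cells. It called 2 genes, *Relb* and *Ltb*, both higher. An unadjusted p under 0.05 was found for 498 genes, fewer than the share of 0.05 that chance gives. *Relb* had 1.86 ± 1.04 CPM in WT and 37.9 ± 2.96 in p53KO-IR, a log2 fold change of 4.34 ± 0.46 at an edgeR adjusted p of 0.00242. *Ltb* had 8.24 ± 1.53 CPM in WT and 73.9 ± 20.6 in p53KO-IR, a log2 fold change of 3.16 ± 0.31 at an adjusted p of 0.00195. NF-kB genes had a median of 1.20 (camera adjusted p = 3.03e-18, and 0.00182 with an estimated correlation) and G2/M genes a median of -0.94 (1.16e-25, and 0.0554). Interferon genes had a median of 0.51 (4.24e-10), and markers of B cells, dendritic cells and erythroid cells medians of 1.46 (5.87e-05), 0.73 (0.0132) and -0.64 (0.0296). Fatty acid oxidation genes had a median of -0.39 (4.35e-04), immediate early genes 0.51 (0.00936) and the inflammasome 0.64 (0.0157, and 0.232 with the receptor reads as a covariate). The medians were -0.22 for ribosome biogenesis (0.0194), -0.22 for S phase (0.0255), -0.12 for oxidative phosphorylation (0.0279) and -0.26 for p53 targets of apoptosis (0.0327). Without p53KO-IR replicate 1, ribosome biogenesis turned direction (0.554) and S phase was no longer past the threshold (0.945). NF-kB was the only list past the threshold with an estimated correlation.

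The comparison of p53KO with WT asked what p53 loss changes without irradiation. The edgeR quasi-likelihood test called 0 genes, with 63 genes at an unadjusted p under 0.05, and DESeq2, limma-voom and the edgeR exact test called 0 genes each. The 63 genes are far fewer than the share of 0.05 that chance gives. Unadjusted p-values of this fit thus did not keep to that share, and the cause was not tested. *Eda2r* had 5.12 ± 2.41 CPM in WT and 1.15 ± 0.955 in p53KO, a log2 fold change of -2.30 ± 0.83 with an unadjusted p of 0.0168 that did not remain after correction over all genes. *Trp53* (chromosome 11, 69393861 to 69405375) had 47.4 ± 8.65 CPM in WT, 42.8 ± 17.5 in WT-IR, 17.4 ± 5.62 in p53KO and 24.9 ± 7.93 in p53KO-IR. Its log2 fold change in p53KO versus WT was -1.44 ± 0.37 with an unadjusted p of 0.00182, also not called. The counts take in every exon of the gene, so they do not measure the deleted part. *Gfi1* had 7.43 ± 6.29 CPM in WT and 5.42 ± 1.06 in p53KO, a log2 fold change of -0.45 ± 0.67. *Ndn* had 3.84 ± 2.61 CPM in WT and 4.13 ± 1.5 in p53KO, a log2 fold change of 0.10 ± 0.73. The p53 targets of apoptosis had a median of -0.24 (camera adjusted p = 0.00206, and 0.201 with an estimated correlation). Oxidative phosphorylation genes and cytosolic ribosomal proteins had medians of -0.16 and -0.11 (2.49e-04 each, and 0.987 with an estimated correlation). Both lists turned direction without p53KO replicate 3, at camera adjusted p-values of 0.734 and 0.789. NF-kB genes had a median of 0.08 (0.0464, and 0.877 with an estimated correlation), which was -0.02 with quantile-normalized counts.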

Values the study reported

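The study reported 13,753 expressed genes. It reported 327 genes as dysregulated in WT-IR relative to WT HSPCs, of which 236 rose and 91 fell. It reported that 7 genes changed in p53KO-IR relative to WT, all of them upward. Between unirradiated p53KO and WT HSPCs, the study found *Eda2r* alone to differ, with a fold change of 0.18 and a false discovery rate of 0.035. For *Eda2r* in WT-IR it gave a fold change of 24. The principal component that parted WT-IR from WT held 15.7% of the variability in the study.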

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

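The tests chosen only after the result was seen were the relation of the first principal component to background reads, the use of the response without p53 to judge background reads, the test for fewer cycling cells, and the other splits in the fit with the background covariate; the limits for reading the covariate test of G2/M genes were made stricter after its value was seen.

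The difference between the irradiation responses of the 2 genotypes was tested as an interaction, and it drew attention to 5 genes. The response in p53KO minus that in WT was -3.11 for *Mdm2*, -4.26 for *Bbc3*, -6.32 for *Zfp365*, -4.78 for *Ak1* and -3.44 for *Ccng1*, on the log2 scale. By list, the median difference was -2.94 for p53 targets of arrest and feedback, -1.78 for those of apoptosis, -0.39 for those of DNA repair and nucleotide supply, and -0.69 for interferon response genes. It was 0.52 for G2/M and mitosis genes, 0.83 for S phase genes, 0.42 for cytosolic ribosomal proteins, 0.77 for ribosome biogenesis, 0.65 for oxidative phosphorylation and 1.08 for erythroid markers. Of these lists, only the first 2 remained past the threshold with an estimated correlation.

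Genes of the olfactory system, which no comparison of the report tests, drew attention because they took 2.03% of the counts in WT-IR replicate 1 and 0.170% in p53KO replicate 2. The first principal component followed these background reads over the 12 libraries, with a Spearman's rho of 0.979 (p = 1e-05, the smallest that 1e+05 permutations can give). Pearson's r was 0.980, and 0.970 without the 2 libraries farthest out. Genes holding high-copy repeats followed the background more closely. Among genes of similar level, those holding repeated 31-base words had a median slope on the background that was 0.336 higher than that of genes without, against at most 0.0256 when the labels were shuffled. Reads from the repeats themselves were not counted apart, since only uniquely mapped reads were counted. Genes were also not matched on exon length, so an effect of length is not excluded. Reads from outside spliced transcripts, such as genomic DNA or unspliced RNA, may have entered some libraries more than others, but this test does not settle it. Total counts fell as the component rose (rho -0.874), but thinning every library to the smallest total left 97.7% of the component's range, which argues against the number of reads itself. What made the background differ between libraries stays open, and no biological explanation was tested, since the component and the background ordered the libraries alike within 3 of the 4 groups.

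The 95 genes called higher in WT-IR than in WT were weighed against this background, which was on average higher in irradiated than in unirradiated libraries, by 1.09 in WT and 0.593 in p53KO on the log2 scale. Background reads alone would have raised the genes in p53KO by about 0.545 of their rise in WT, whereas the ratio of the median responses was 0.112. This comparison cannot decide, because the genes were chosen for their rise in WT, which lowers the ratio. The background shifts are also uncertain, since the log2 background ran from 1.15 to 3.54 within WT-IR and from -0.04 to 3.06 within p53KO. With the background as a covariate their median log2 fold change was 2.49, and 95 of 95 were still called. After thinning, 95 kept a log2 fold change of 1 or more and 92 were called. The 95 genes had been called without the covariate, and a gene that tracked the background within WT-IR would rarely have been called. Thinning leaves the expected CPM of a gene unchanged. Both outcomes were thus largely set in advance, so neither test can decide whether background reads or depth had a part. A response to irradiation is the biological explanation that the design gives, and it remains a hypothesis found and tested on the same data. It may not need p53 for all 95 genes, since *Ltb* was also called higher in p53KO-IR than in p53KO. That call was lost without p53KO replicate 1 or without p53KO replicate 3. Markers of B cells rose in the same comparison, with a median of 1.70, and a change in the mix of sorted cells was not tested for *Ltb*. With the covariate, 342 genes were called higher in WT-IR than in WT, and 11 of these were also called higher in p53KO-IR than in p53KO, but not all 11 are among the 95.

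G2/M and mitosis genes were lower after irradiation in both genotypes. With the background covariate, their median log2 fold change was -1.14 in WT and -0.699 in p53KO. The mean change in p53KO was -0.859 ± 0.193 in the fit without the covariate and -0.766 ± 0.106 with it (mean ± SE). Among 10000 lists of genes of similar level and exon length, none had a median as low in p53KO, which puts the list at the 0.01 percentile, and the lowest had -0.325. These values argue against background reads and against a general fall of such genes. In p53KO the mean fall of S phase genes was 0.225 of that of G2/M genes (0.736 in WT). Fewer cycling cells in the sorted gate would lower both lists, with a ratio of at least 0.5 as the limit set for the test. The mean change of S phase genes lay above 0.5 of that of G2/M genes by 0.236 ± 0.137 on the log2 scale (value ± SE), which is under 2 SE, so a loss of cycling cells and a change of expression within cells cannot be told apart here. Erythroid markers, 7 in number, fell as well, with medians of -1.85 in WT and -0.73 in p53KO, neither past the threshold with an estimated correlation, and a change in the mix of sorted cells was not tested with them.

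Other splits of the libraries were counted for each comparison. Splits of 3 against 3 libraries number 10, too few for a share under 0.05. In WT-IR versus WT the real split gave 130 genes and the highest other 0, in p53KO-IR versus WT-IR 82 and 0, and in p53KO-IR versus WT 2 and 0, so that 1 split reached the real count in each. In p53KO-IR versus p53KO the real split gave 1 gene and the highest other 1, so that 2 splits reached it. In p53KO versus WT the real split gave 0 genes, as did all 10 splits. For the difference of the responses, 9 of 100 splits of the genotype labels gave at least the 5 genes of the real one, so they do not exclude chance for that count. They are also no clean measure of chance: 7 of the 9 kept the real labels of the irradiated libraries, and so the real difference between WT-IR and p53KO-IR. The other 2 gave 2807 and 2646 genes, far above the real count, which points to a structure of the samples. These 2 splits had the largest differences in background of all 100, 3.32 and 3.39 on the log2 scale, and gave 0 genes each with the background as a covariate. With the background as a covariate, the real split gave 95 genes and the highest other 190, and 6 of 100 splits reached the real count, all 6 with the real labels of the irradiated libraries, so this count has the same limit.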

How the results depend on the processing

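The alternatives chosen only after the data were seen were the background covariate and leaving out the 5 libraries with the highest background (WT-IR and p53KO-IR replicates 1 and 3, and p53KO replicate 3). The latter leaves 1 WT-IR and 1 p53KO-IR library beside 3 of WT and 2 of p53KO, so each irradiated group is a lone sample, assumed to vary like the unirradiated groups, and p53KO-IR versus WT-IR sets 1 library against 1.

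WT-IR versus WT, with 130 calls, gave 282 with upper-quartile factors, 654 with DESeq2, 388 with the edgeR exact test, 319 with limma-trend on the deposited matrix, 556 with 1 surrogate variable, 584 with the background covariate and 83 without the 5 libraries with the highest background. p53KO-IR versus WT-IR, with 82 calls, gave 129 with upper-quartile factors, 52 with no filter, 48 with filterByExpr, 314 with DESeq2, 192 with the exact test, 251 on the deposited matrix, 15 with only the groups compared, 476 with the surrogate variable, 452 with the covariate and 6 without the 5 libraries. p53KO-IR versus p53KO, with 1 call, gave 2 with quantile-normalized counts, no filter, filterByExpr or limma-voom, 22 with DESeq2, 11 with the exact test, 5 on the deposited matrix, 0 with only the groups compared, 17 with the surrogate variable, 19 with the covariate and 0 without the 5 libraries. p53KO-IR versus WT, with 2 calls, gave 6 with upper-quartile factors, 5 with quantile-normalized counts, 27 with DESeq2, 1 with limma-voom, 14 with the exact test, 5 on the deposited matrix, 18 with the surrogate variable, 16 with the covariate and 0 without the 5 libraries. p53KO versus WT, with 0 calls, gave 1 with the covariate and 0 in every other fit. The difference of the responses, with 5 calls, gave 10 with DESeq2 size factors, 11 with upper-quartile factors, 15 with quantile-normalized counts, 8 with no filter, 72 with DESeq2, 3 with limma-voom, 22 on the deposited matrix, 136 with the surrogate variable, 95 with the covariate and 2 without the 5 libraries. The genes shared by both responses, 1 in number, were 2 with no filter or quantile-normalized counts and 15 with the covariate. Fits without some libraries hold fewer samples; for the others the cause was not tested.

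Leaving out each library in turn gave from 28 to 104 calls in WT-IR versus WT, from 0 to 1 in p53KO-IR versus p53KO, 0 in p53KO versus WT, from 22 to 56 in p53KO-IR versus WT-IR, 2 in p53KO-IR versus WT, from 0 to 7 in the difference of the responses and from 0 to 2 shared genes.

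The replicate number as a block gave 989 calls in WT-IR versus WT, 4 in p53KO-IR versus p53KO, 306 in p53KO-IR versus WT-IR, 5 in p53KO-IR versus WT, 33 in the difference of the responses and 4 shared genes. The deviations of same-numbered libraries from their group means correlated by more than 0.1 in 14 of 18 pairs, with a range of 0.0721 to 0.762, and 12 of 18 correlated best with their own number. As a hint from the data and not the design, the block and the numbers may reflect a shared source of spread. Replicate 2 had the lowest share of olfactory receptor reads in each group, from 0.170% in p53KO to 0.387% in WT-IR. In every pair of groups, the replicate 2 libraries had the highest same-number correlation, from 0.454 to 0.762. The replicate number thus partly tracked the background, and whether other causes add to this was not tested.

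Values that turned direction were those of 3 genes not called and of lists, and the cause was not tested. In WT-IR versus WT, the log2 fold change of *Trp53* was 0.0205 on the deposited matrix, 0.17 with the surrogate variable, 0.12 with the covariate, 0.32 without the 5 libraries and from -0.52 to 0.0710 (the latter without WT-IR replicate 3) when 1 library was left out. That of *Gfi1* was -0.54 with quantile-normalized counts, -0.0637 with no filter, -0.0615 with filterByExpr, -0.27 on the deposited matrix, and from -0.52 to 0.81 when 1 library was left out. That of *Ndn* was -0.18 with quantile-normalized counts, -0.00640 on the deposited matrix and from -0.00335 to 0.91 when 1 library was left out.

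Without the 5 libraries, where p53KO-IR is replicate 2 alone, in p53KO-IR versus p53KO the S phase, ribosomal protein, ribosome biogenesis and inflammasome lists turned direction, at adjusted p-values of 0.577, 4.66e-04, 0.0413 and 0.399. In p53KO versus WT the ribosomal protein and oxidative phosphorylation lists did (0.703 and 0.554), and in p53KO-IR versus WT the S phase, ribosome biogenesis and inflammasome lists (0.0616, 6.02e-04 and 0.459). With 1 library left out, adjusted p-values in p53KO-IR versus p53KO ran from 0.00213 to 0.834 for S phase, which turned without p53KO-IR replicate 1 (0.782). They ran from 7.18e-06 to 0.974 for ribosomal proteins, which turned without p53KO replicate 3 (0.544), and from 2.32e-04 to 0.686 for ribosome biogenesis, which turned without p53KO replicate 2 (0.686) or p53KO-IR replicate 1 (0.211). In p53KO versus WT they ran from 4.16e-07 to 0.789 for ribosomal proteins and from 1.78e-07 to 0.734 for oxidative phosphorylation, which both turned without p53KO replicate 3. In p53KO-IR versus WT they ran from 2.02e-04 to 0.554 for ribosome biogenesis, which turned without p53KO-IR replicate 1. Of the 60 list tests past the threshold, 49 stayed past it in the same direction with the covariate, 58 with library totals, 60 with DESeq2 size factors, 58 with the block, 15 with fry and 12 with an estimated correlation.

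Genes not called in the main test that the covariate fit called included *P2rx7* (log2 fold change 2.48, adjusted p 0.00756) and *Cdkn1a* (5.21, 0.0253) in WT-IR versus WT, *P2rx7* in p53KO-IR versus WT-IR (-1.89, 0.0381), *Eda2r* in the difference of the responses (-6.38, 0.0223), *Relb* (2.90, 9.07e-04), *Nfkb2* (2.20, 0.00115), *Nfkbia* (1.83, 0.0101), *Cenpf* (-1.35, 0.00287) and *Ccnb2* (-1.76, 0.0281) in p53KO-IR versus p53KO, and *Nfkb2* in p53KO-IR versus WT (2.67, 7.55e-05). *P2rx7* in the difference of the responses (-2.58, 0.102) was not called with it either. In WT-IR versus WT, *P2rx7* and *Cdkn1a* were also called by fits planned in advance, at adjusted p-values of 0.0410 and 0.00766 with quantile-normalized counts, 7.71e-04 and 2.50e-05 with DESeq2, 0.00491 and 0.00156 with the exact test, 0.0151 and 9.33e-04 on the deposited matrix, 0.0121 and 0.0137 with only the groups compared, 0.0126 and 0.00469 with the block and 0.0101 and 0.0299 with the surrogate variable. They were called by neither limma-voom (0.0503 and 0.126) nor any fit that changed only the scaling factors or the filter or left out 1 library. Whether these genes are called thus depends on the fit. All 130 genes called in WT-IR versus WT were called with DESeq2 size factors, upper-quartile factors, DESeq2, the exact test, the surrogate variable and the covariate. Other fits lost calls. Of 79 values of named genes over all comparisons, 14 lost their call with filterByExpr, 15 with no filter, 19 with limma-voom and 7 with library totals. When 1 library was left out, 200 values lost their call and 298 kept their status. Totals from 7390851 to 25891075 counts limit what can be seen of genes with few reads.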

Other observations

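The tests of genes near *Trp53* and of cell-type markers were read as follows, and the count of markers that track the background was chosen only after the data were seen; the limit for reading the test near *Trp53* was also made stricter after its value was seen.

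DNA of another strain, carried along with the knockout allele, could change genes near *Trp53* in p53KO versus WT. Within 20 Mb, 3 of 444 genes had an unadjusted p under 0.05, against 57 of 12406 other genes, a ratio of shares of 1.47. Fisher's exact p was 0.464 and the 95% interval of the odds ratio ran from 0.294 to 4.56. The prediction had set a ratio under 1.5 against this explanation, but the interval covers values well on both sides of that limit, so the test cannot decide.

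Of 75 measured markers of other cell types, 12 had a slope over 0.8 on the background within groups, as did 14.9% of all genes tested, and 6 of the 12 hold high-copy repeats. *Lepr*, *Cd22*, *Tyms* and *Kcnq1ot1* were chosen after their values were seen. *Lepr* ranged from 29.7 to 310 CPM over the libraries, with a within-group correlation of 0.992 to the background, and *Cd22* from 20.4 to 238 CPM. The S phase gene *Tyms* ranged from 452 to 4859 CPM and the noncoding RNA *Kcnq1ot1* from 2151 to 23217 CPM. The slope of *P2rx7* was 0.397. The surrogate variable had a Spearman's rho of 0.972 with the background.

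Y-linked genes were counted in all 12 libraries, *Ddx3y* at 49.8 to 120 CPM and *Eif2s3y* at 18.4 to 64.0 CPM, and *Xist* ranged from 3.04 to 44.4 CPM.

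The number of genes called in WT-IR versus WT by the quasi-likelihood test was 130, with 95 higher and 35 lower. Each is lower than the value quoted from the study above. The number depended on the fit, with 319 on the deposited matrix, 388 with the edgeR exact test and 654 with DESeq2. In p53KO-IR versus WT, 2 genes were called by the quasi-likelihood test. That is lower than the value quoted from the study above. Here too the number depended on the fit, with 5 with quantile-normalized counts, 5 on the deposited matrix, 6 with upper-quartile factors, 14 with the exact test and 27 with DESeq2. In p53KO versus WT, *Eda2r* had a log2 fold change of -2.30 and an adjusted p of 1.00 in the fit of all 4 groups. That adjusted p is higher than the value quoted from the study above, where the fold change had the same direction. The study quantile normalized its data before edgeR, whereas the main fit here used raw counts with TMM factors. The values compared in this paragraph thus come from unlike processing.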
